# A Component of Retinal Light Adaptation Mediated by the Thyroid Hormone Cascade

**DOI:** 10.1371/journal.pone.0026334

**Published:** 2011-10-24

**Authors:** Diana E. Bedolla, Vincent Torre

## Abstract

Analysis with DNA-microrrays and real time PCR show that several genes involved in the thyroid hormone cascade, such as deiodinase 2 and 3 (*Dio2* and *Dio3*) are differentially regulated by the circadian clock and by changes of the ambient light. The expression level of *Dio2* in adult rats (2–3 months of age) kept continuously in darkness is modulated by the circadian clock and is up-regulated by 2 fold at midday. When the diurnal ambient light was on, the expression level of *Dio2* increased by 4–8 fold and a consequent increase of the related protein was detected around the nuclei of retinal photoreceptors and of neurons in inner and outer nuclear layers. The expression level of *Dio3* had a different temporal pattern and was down-regulated by diurnal light. Our results suggest that DIO2 and DIO3 have a role not only in the developing retina but also in the adult retina and are powerfully regulated by light. As the thyroid hormone is a ligand-inducible transcription factor controlling the expression of several target genes, the transcriptional activation of *Dio2* could be a novel genomic component of light adaptation.

## Introduction

Photoreceptor cells and retinal neurons tune their properties according to the ambient illumination and the circadian rhythm [1], [2]. Indeed, several mechanisms are affected by the circadian clock and the intensity of the ambient light, such as the rate of disk shedding [3], the expression level of genes such as *c-fos*, *c-jun*, *jun B*, transducin and rhodopsin [4], [5] and several other biochemical and physiological properties [6]. All these mechanisms allow retinal neurons to optimally adapt to the circadian clock and to prolonged changes of ambient light, not associated to those naturally occurring during the circadian clock.

Photoreceptors and retinal neurons are able to operate over a wide range of light intensities, approximately 10 log units, because of light adaptation. In photoreceptors, light adaptation has been extensively studied and several mechanisms contribute to it: changes of intracellular calcium concentration [6]–[11]; the light-driven redistribution of transducin and arrestin between the outer and the inner segment [12]–[15] leading to a reduction in photoreceptor sensitivity and thus to light adaptation. Recently, it has been shown that changes in gene expression in photoreceptors could also contribute to light adaptation: a consistent up-regulation of almost two-fold of arrestin (*Sag*) [16], guanylyl cyclase activating protein 1A (*Guca1a* also known as *Gcap1*) [17], [18] and guanylyl cyclase activating protein 1B (*Guca1b* also known as *Gcap2*) [17], [18] has been observed in isolated rods and intact retinas [19].

In the present manuscript, we analyze changes in gene expression occurring during the circadian rhythm and when the ambient light in the circadian rhythm is modified. A microarray analysis identified the gene coding for the DIO2 enzyme as the gene with the largest changes of expression levels. This observation prompted us to investigate whether the observed DNA microarray results could be confirmed with real time PCR and if the corresponding protein levels are also modified after light exposure. Several reports have described a major role of the thyroid hormone cascade during retinal development [20]–[23] and recently also in adulthood [24]. The active form of the thyroid hormone, triiodothyronine – usually referred to as T3 – binds the thyroid hormone receptor and activates it. The level of T3 is increased by deiodination of thyroxine (T4) catalyzed by type 2 deiodinase (DIO2) and is decreased by a further deiodination of T3 catalyzed by type 3 deiodinase (DIO3) [25]–[28]. T3 mediates the activation of nuclear thyroid hormone receptors, TRα and TRβ, ligand-inducible transcription factors regulating a variety of target genes [29]. Given the protective action of the thyroid hormone cascade on the survival and maturation of cone photoreceptors [30], we asked whether activation of the thyroid hormone cascade could be a component of light adaptation.

## Results

We measured changes in gene expression in retinas acutely isolated from adult (3 months old) freely moving rats exposed to controlled ambient steady lights. To determine the amount of light impinging on the retina, we performed a similar analysis also in cultivated intact retinas [31] – where the flux of photons was precisely measured – but these retinas exhibited a progressive loss of integrity over 24 hours. Therefore, we decided to use freely moving rats to establish the effect of the circadian clock and prolonged light exposures on gene expression levels in the retina.

### Microarray analysis of changes in gene expression

We performed an initial screening using the DNA microarray technique. 

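Retinal RNA of Long Evans rats was hybridised to 15 rat expression arrays (Affymetrix), which measure transcripts with probe sets of short oligonucleotides. There were 5 conditions with 3 replicas each. In darkness, retinas were taken at 7 am (0 ZT dark, the control), at 10 am (3 ZT dark) and at hour 13 of the day (6 ZT dark). In light of 1000 lux, they were taken after 3 hours (3 ZT light) and 6 hours (6 ZT light), at the same clock hours. The titles of the 6 ZT light samples give 6 hours of light, as the paper does, while their source and treatment labels give 3. The labels also give 6 µg of RNA per array and Trizol where the paper gives 10 µg and TRI Reagent with RNeasy columns. The duration of the paper and the titles was used. The authors summarised the scans with the Robust Multi-array Average, which corrects for background, normalizes across arrays and gives a log2 value per probe set. Of the 31099 probe sets, 20832 carry a single gene symbol, 436 carry several and 9831 carry none. The 57 control probe sets were left out of the tests, so that 31042 were tested. Median log2 values lay between 8.28 and 8.32 in the arrays of replica 1, between 8.58 and 8.68 in replica 2 and between 8.75 and 8.81 in replica 3. Light and dark samples were therefore compared within a replica number, as ratios and with limma, a linear model fitted to all probe sets with the replica number as a block. The p-values measure only the spread between these 15 samples, which may be technical in part, since the replicas are not described further, and the number of arrays limits the precision. With 3 ZT light replica 2 left out, the number of probe sets changed at an adjusted p under 0.05 in 6 ZT light against 0 ZT dark went from 0 to 38. RNA that has begun to degrade gives less signal near the 5′ end of a transcript. The log2 difference between the 3′ and 5′ probe sets of *Actb* (beta-actin) was 2.1 in 0 ZT dark replica 1 and 2.4 in 3 ZT light replica 2, against 0.708 to 1.37 in the other 13 arrays. For *Gapdh* it was 0.261 and 0.362 in those arrays, against 0.005 to 0.134 in the others.

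**Figure D1:**
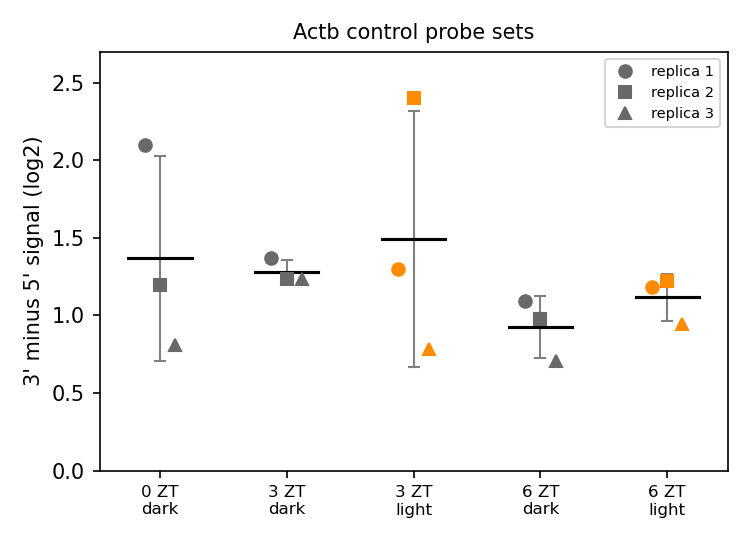
Difference between the 3′ and the 5′ control probe sets of Actb (log2, vertical axis) in each of the 15 arrays by condition. Points are arrays, with a symbol for each replica, black bars are means, grey bars are SD (n = 3) and orange marks light; 0 ZT dark replica 1 (2.1) and 3 ZT light replica 2 (2.4) lie above the other 13 arrays.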

We extracted the mRNA from retinas of rats kept overnight in darkness until 7 am (as control) 0 ZT and subsequently retinas of animals that were exposed either for 3 hours (3 ZT) or 6 hours (6 ZT) to a 1000 lux light. From the 31099 probes present in the microarray, we extracted those whose expression level increased by more than 60% in all three replicas (Fig. 1). Up-regulated genes after 3 (3 ZT) and 6 hours (6 ZT) of light exposure were 29 and 50 respectively. 

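After 3 hours of light, 18 probe sets were more than 1.6 times the control of the same replica number in all 3 replicas, 11 of them with a gene symbol, and after 6 hours 22 were, 15 of them with a symbol. At 3 ZT they included *Herc1*, a ubiquitin ligase, with a mean ratio of 3.56 ± 2.31 (SD, n = 3), *Rab27b*, a GTPase of vesicle transport, at 3.30 ± 0.982, and the histone demethylase *Kdm5a* at 2.56 ± 1.11. *Ro60*, which binds small RNAs, passed with 2 probe sets, at 3.33 ± 2.76 and 2.33 ± 0.213. Without replica 2 of 0 ZT dark or of 3 ZT light the mean ratio of *Herc1* was 2.26 and that of the former probe set of *Ro60* 1.74. At 6 ZT they included *Sgip1* and *Unc13b*, which act in vesicle traffic at synapses, at 1.92 ± 0.183 and 1.93 ± 0.250, and the kinases *Pak2* and *Nlk* at 1.93 ± 0.388 and 1.91 ± 0.172. *Kdm5a* passed with 2 of its 4 probe sets, *Sgip1* with 1 of 2, *Pak2* with 1 of 4 and *Nlk* with 1 of 5, none of them the brightest one. That of *Sgip1* stood at 1.61 ± 0.141. Several of these genes were chosen after their values were seen. In 100 simulated sets of unchanged values with a spread taken from the data, the rule passed 1.88 probe sets on average at 3 ZT (at most 5) and 1.95 at 6 ZT (at most 6). Single arrays differed in their spread around the fit (SD 0.122 to 0.255 log2 units). The simulated numbers are therefore a rough guide to chance only. At an adjusted p under 0.05, limma passed 0 probe sets as higher at either hour, with 1008 and 1216 higher at an unadjusted p under 0.05. The lowest p-values among named genes that were higher at 3 ZT were those of *Ro60* (log2 fold change 1.21, adjusted p = 0.248) and *Rab27b* (1.68, adjusted p = 0.248). At 6 ZT, 511 probe sets were higher at an adjusted p under 0.05 when arrays were weighted by their quality, and 36 when 3 ZT light replica 2 was left out.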

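*Dio2* encodes the type 2 deiodinase, which converts the prohormone T4 into the active thyroid hormone T3. Its annotated probe set stood at 6.52 ± 0.63 log2 units (SD, n = 3) in 0 ZT dark, 7.85 ± 1.44 in 3 ZT light and 7.40 ± 1.56 in 6 ZT light. The ratios to the control of the same number were 2.28, 1.33 and 5.22 at 3 ZT, with a mean of 2.94 ± 2.03, and 1.00, 1.71 and 3.65 at 6 ZT, with a mean of 2.12 ± 1.37. Without replica 3 of 0 ZT dark or of the light condition these means were 1.81 and 1.36. In darkness the mean ratio was 0.999 ± 0.0204 at 3 ZT and 1.17 ± 0.191 at 6 ZT. The log2 fold change of 3 ZT light was 1.33 (standard error 0.383, adjusted p = 0.533 from limma) and that of 6 ZT light was 0.88 (adjusted p = 0.797). By mean ratio the probe set ranked 15 at 3 ZT and 34 at 6 ZT. On the same scale a probe set without a gene symbol ranked 2 at both hours, with 4.34 ± 2.75 at 3 ZT (2.86 without replica 3 of 0 ZT dark or of 3 ZT light) and 4.84 ± 1.57 at 6 ZT, the highest among the probe sets that passed the ratio of 1.6 in every replica (adjusted p = 0.266 and 0.156 from limma). For *Dio2* at 6 ZT, weighting the arrays by quality gave 1.35 with an adjusted p of 0.0413, while the other settings gave adjusted p-values up to 1. The weighted result leans on 6 ZT light replica 3, which holds the ratio of 3.65. Its weight was 7.45, against 0.49 and 0.46 for replicas 1 and 2 of 6 ZT light. The annotated probe set reads exactly 5.87 in 0 ZT dark, 3 ZT dark and 6 ZT light of replica 1, and exactly equal values are common between arrays of the same number (3.58% to 14.1% of probe sets in 30 pairs, against 0.0161% to 0.0900% in 75 pairs of different numbers).

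**Figure D2:**
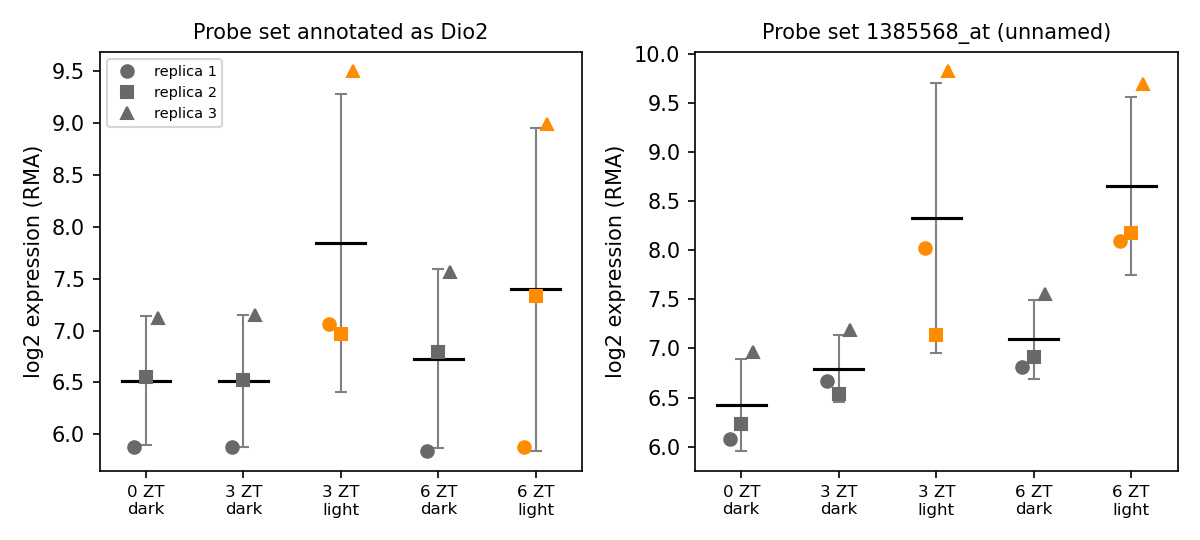
Log2 values (vertical axis) of the annotated Dio2 probe set and of the unnamed probe set with the highest mean ratio among those above 1.6 in every replica, in the 15 arrays by condition. Points are arrays, with a symbol for each replica, black bars are means, grey bars are SD (n = 3) and orange marks light; for Dio2 the mean is 7.85 in 3 ZT light and 6.52 in both 0 ZT dark and 3 ZT dark.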

*Dio2* was the maximally up-regulated gene after 3 and 6 hours of light and its up-regulation was consistently observed in all replicas. Since DIO2 regulates the availability of the active thyroid hormone, as a consequence, DIO2 regulates the timing of cellular responses to thyroid hormones [32].

**Figure 1:**
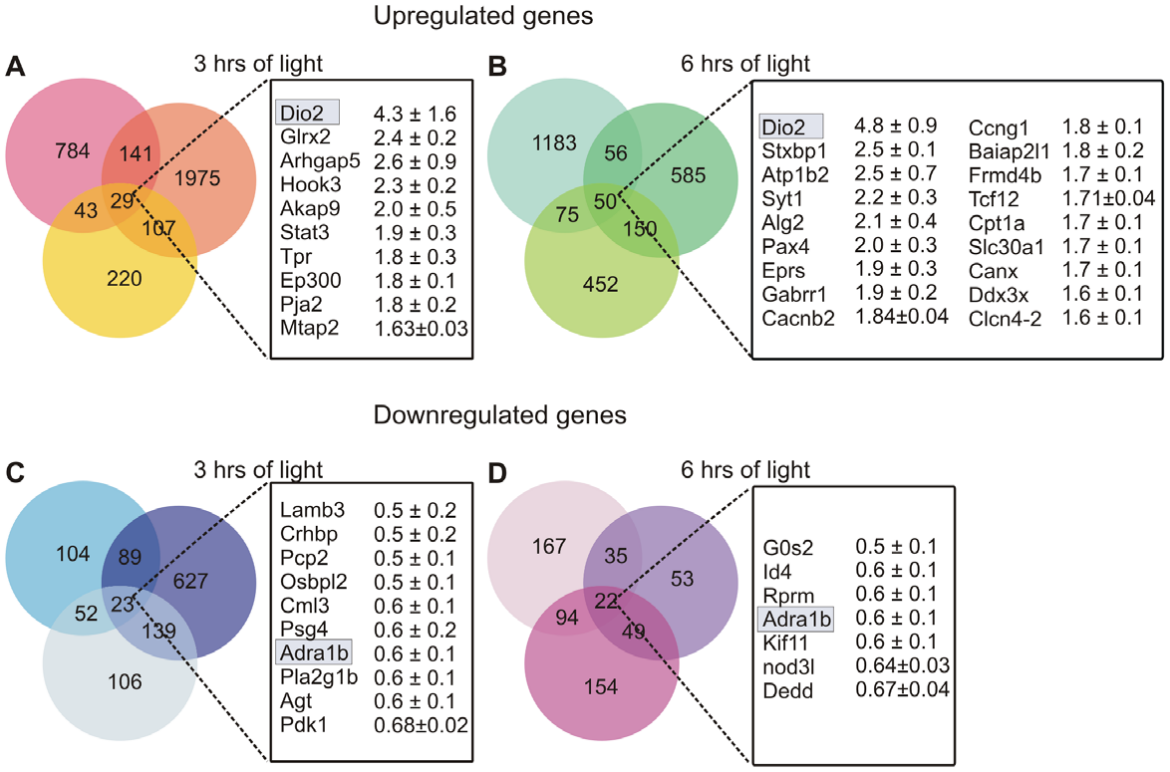
Genes that showed an up- or down-regulation. Genes up-regulated of at least 1.6 fold at (A) 3 hours and (B) 6 hours of light exposure. The genes that showed an up-regulation in the three replicas are listed and the only gene that appears in both lists is *Dio2*. Genes that showed a down-regulation less than 0.7 at (C) 3 hours and (D) 6 hours of exposure to light. The only gene that showed a down-regulation at both timings was *Adra1b*. Each circle represents one replica. The numbers in each set represent genes that are identified, predicted genes or transcribed locus. In the list, only the identified ones are mentioned.

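Between the lists of 18 and 22 up-regulated probe sets at 3 and 6 ZT, 3 were shared, and none of the 3 carries a gene symbol. Besides the unnamed probe set with the highest mean ratio in both lists, they included one with mean ratios of 4.00 ± 1.60 (SD, n = 3) and 3.51 ± 1.44. The product of the list sizes over the probe sets on the array gives 0.0127 shared probe sets. It takes no account of the 3 controls that both lists share. The simulated sets of unchanged values shared 0.03 on average and at most 1. Their lists were shorter (1.84 probe sets on average), so that they do not show what shared controls give lists of 18 and 22. In 3 ZT dark 0 probe sets passed the ratio of 1.6, and in 6 ZT dark 20 did. Of the 22 probe sets up-regulated in 6 ZT light, 3 were also up-regulated in 6 ZT dark, *Alg2*, *Atp1b2* and an unnamed one, and of the 18 of 3 ZT light none was.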

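Among the probe sets below 0.7 times the control in every replica, 6 were shared by 3 and 6 ZT, *Adra1b*, *Chodl*, *Lrguk*, *Mlf1*, *Mx2* and *LOC102553043*. *Mlf1* stood at 0.562 ± 0.0906 (SD, n = 3) and 0.522 ± 0.106 times the control, *Chodl* at 0.445 ± 0.0674 and 0.572 ± 0.114, and *Lrguk* at 0.613 ± 0.0497 and 0.619 ± 0.0380. *Mx2*, an interferon-induced GTPase, was below 0.7 in both dark conditions as well (0.465 ± 0.0618 at 3 ZT and 0.401 ± 0.264 at 6 ZT), and *Mlf1* in 6 ZT dark (0.550 ± 0.0459). The list sizes alone give 0.0163 shared probe sets, and simulated unchanged sets shared 0.04 on average and at most 2. The simulated lists were shorter here too (5.84 probe sets on average), so that the part of the shared controls is not told. *Mlf1* and *Mx2* were chosen after their values were seen. With each light sample set against the mean of the 3 controls instead of the control of its own number, 3 were shared.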

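*Stat3* and *Ep300* encode a transcription factor activated by cytokines and a coactivator with acetyltransferase activity, and *Pax4* a homeobox factor. The brighter probe set of *Stat3* stood at 0.805 ± 0.146 times the control (SD, n = 3) in 3 ZT light and 1.05 ± 0.0955 in 6 ZT light. The dimmer one stood at 1.93 ± 0.483 and 1.43 ± 0.496. *Ep300* stood at 1.08 ± 0.104 and 1.07 ± 0.0499. For *Pax4* the ratios were 2.62, 0.462 and 1.44 in 3 ZT light, with a mean of 1.51 ± 1.08, and 2.78, 1.75 and 1.72 in 6 ZT light, with a mean of 2.08 ± 0.60, so that it passed the ratio of 1.6 in every replica at 6 ZT only. Of the limma log2 fold changes, none of these genes passed an adjusted p of 0.05, with 1.02 for *Pax4* at 6 ZT (standard error 0.385, adjusted p = 0.734) and −0.33 for the brighter *Stat3* probe set at 3 ZT (standard error 0.151, adjusted p = 0.654). The low *Pax4* ratio comes from 3 ZT light replica 2, and without that array the log2 difference between 3 ZT light and 3 ZT dark went from −0.10 to 0.54.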

Three transcription factors were up-regulated both after 3 and 6 hours of light: *Stat3* (signal transducer activator of transcription 3), *Ep300* (E1A binding protein p300) and *Pax4* (paired box gene 4) involved in retinal transcription [33]–[35]. *Stat3* and *Ep300* are involved in the thyroid hormone cascade as downstream transcription factors [36].

We performed a gene ontology analysis of up-regulated genes (http://bioinfo.vanderbilt.edu/webgestalt/). 

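Among the genes of visual function and eye development that the study names, 7 were analysed here, *Crygb*, *Crygc*, *Crygd*, *Grk1*, *Myo5a*, *Stat3* and *Pax4*. In 3 ZT light 6 of the 7 were higher than in 0 ZT dark, with a median log2 fold change of 0.88, and as a group they rose relative to the other probe sets (camera, a test of lists in limma, adjusted p = 0.00254, 0.769 with an estimated correlation between the genes). In 6 ZT light 4 were higher and 3 lower, and the group did not pass (adjusted p = 0.289). After 6 hours of darkness all 7 were higher and the group rose (adjusted p = 3.9e-04, 0.706 with an estimated correlation). The lens proteins *Crygb*, *Crygc* and *Crygd*, of the gamma crystallins, stood at 3.92 ± 2.61, 3.50 ± 2.11 and 2.39 ± 1.38 times the control (SD, n = 3) in 3 ZT light and at 0.939 ± 0.283, 0.850 ± 0.230 and 0.787 ± 0.117 in 6 ZT light. In 6 ZT dark they stood at 3.02 ± 0.545, 3.15 ± 0.426 and 2.31 ± 0.904. *Grk1*, a receptor kinase of photoreceptors, stood at 1.51 ± 0.903 and 1.57 ± 0.473 in light, and *Myo5a*, a motor protein of organelle transport, at 1.86 ± 0.352 and 1.33 ± 1.01. Adjusted over the list alone, limma passed 4 genes as higher in 3 ZT light and 3 in 6 ZT dark, and over all probe sets 0, but the study chose the list on these samples, so that it is not independent evidence. Without 3 ZT light replica 1 or 3 the group's adjusted p in 3 ZT light rose as far as 0.120. Among 20 crystallins and other lens genes, 19 were higher in 6 ZT dark than in 0 ZT dark (median 0.97, adjusted p = 2.8e-06, 0.814 with an estimated correlation). All 20 were lower in 6 ZT light than in 6 ZT dark (median −1.53, adjusted p = 6.64e-10, 0.706 with an estimated correlation), 5 of them adjusted over the list alone. In 3 ZT light against 0 ZT dark the lens genes' median was −0.13 and their mean 0.07, and the test, which leans upward, did not pass (adjusted p = 0.196).

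**Figure D3:**
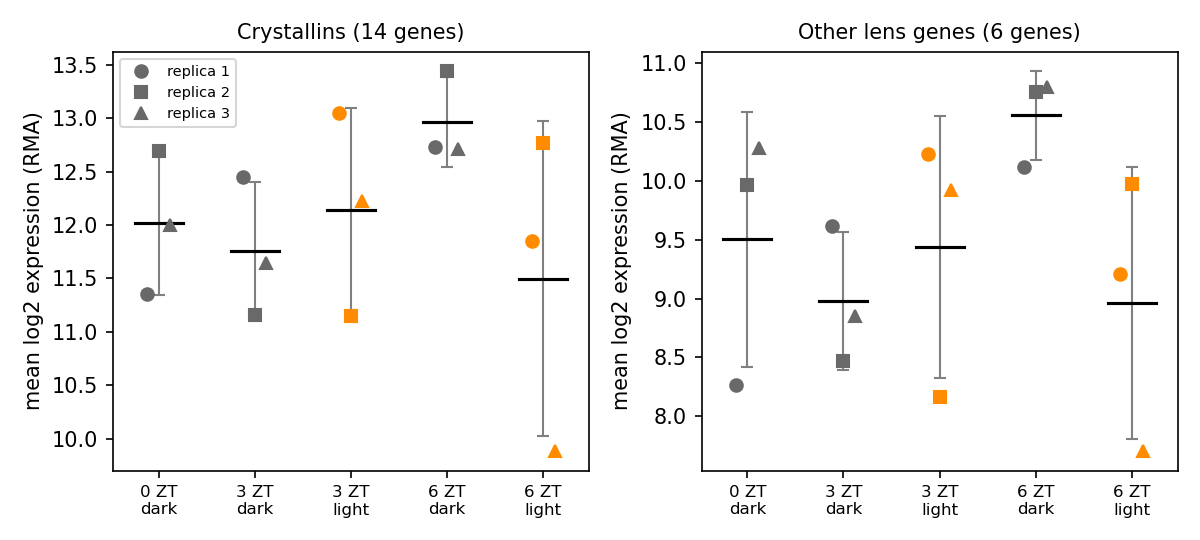
Mean log2 value (vertical axis) of the 14 crystallins and of the 6 other lens genes in the 15 arrays by condition. Points are arrays, with a symbol for each replica, black bars are means, grey bars are SD (n = 3) and orange marks light; both panels have their highest mean in 6 ZT dark.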

Among up-regulated genes we found 11 genes involved in visual functions and eye development: *Psen1* (presenilin 1), *Crygb* (crystallin, gamma B), *Crygc* (crystallin, gamma C), *Crygd* (crystallin, gamma D), *Grk1* (G protein-coupled receptor kinase 1), *Rpgrip1* (retinitis pigmentosa GTPase regulator interacting protein 1), *Myo5a* (myosin Va), *Stat3* (signal transducer and activator of transcription 3), *Pax4* (paired box 4). These genes could be involved in the protection of the retina during exposure to bright lights.

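Of 40 genes of synapses and nerve impulses listed before the data were examined, 32 have a probe set. Their log2 fold changes had a median of −0.02 in 3 ZT light against 0 ZT dark, with 12 genes higher and 20 lower, and of −0.00 in 6 ZT light, with 16 higher and 16 lower, and the group passed at neither hour (camera, adjusted p = 0.889 and 0.293, with mean log2 fold changes of −0.05 and 0.06). *Syt1*, the calcium sensor of vesicle release, had the lowest p among them, with a log2 fold change of 1.09 (standard error 0.255, adjusted p = 0.377 from limma) in 6 ZT light and 0.96 (adjusted p = 0.484) in 6 ZT dark. Adjusted over the list alone, *Syt1* and *Cacnb2* passed in 6 ZT light, and over all probe sets none did. The study picked both as up-regulated on these samples, so that this is not independent evidence. In 6 ZT dark 28 of the 32 were higher than in 0 ZT dark (median 0.13, adjusted p = 2.1e-04, 0.706 with an estimated correlation). Against 6 ZT dark, 23 were lower in 6 ZT light (median −0.07, adjusted p = 0.0277, 0.814 with an estimated correlation), which did not hold without 6 ZT dark replica 1 or 6 ZT light replica 1 (adjusted p up to 0.723). Other lists moved by more in that comparison. The medians were −0.34 for ganglion cell markers, −1.53 for lens genes and 0.61 for pigment epithelium markers.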

There were 18 up-regulated genes involved in cell-to-cell communication, synaptic function and transmission of nerve impulse. Among them we found *Gabrr1* (gamma-aminobutyric acid (GABA) receptor, rho 1) and *Cacnb2* (calcium channel, voltage-dependent, beta 2 subunit). 

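The array holds 2 probe sets for *Gabrr1* and 3 for *Cacnb2*. For *Gabrr1*, the dimmer one stood at 1.88 ± 0.343 times the control (SD, n = 3) in 6 ZT light and passed the ratio of 1.6 in every replica. The brighter one stood at 1.38 ± 0.196. For *Cacnb2*, the dimmest stood at 1.84 ± 0.0748 and passed, and the brightest stood at 1.31 ± 0.101. In 6 ZT dark the probe sets that passed stood at 1.86 ± 0.492 for *Gabrr1* and 1.47 ± 0.0518 for *Cacnb2*, and in 3 ZT light at 1.01 ± 0.252 and 1.24 ± 0.615. Between light and darkness at 6 ZT the log2 difference was 0.03 for the *Gabrr1* probe set (standard error 0.246, adjusted p = 0.977 from limma) and 0.32 for that of *Cacnb2* (standard error 0.281, adjusted p = 0.737).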

*Gabbr1* codes for the GABA receptor subunit rho1, one of the subunits particular of GABA_C_ receptors highly expressed in the retina [37]–[39]. *Cacnb2* corresponds to the beta subunit of a voltage gated calcium channel known to modulate the b-wave of the ERG response in dark [40]

Up-regulated genes involved in general cell functions and metabolism were *Atp1a1* (ATPase, Na+/K+ transporting, alpha 1 polypeptide), *Scarb1* (scavenger receptor class B, member 1), *Crh* (corticotropin releasing hormone) and *Dio2* (deiodinase, iodothyronine, type II).

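*Scarb1*, a receptor for high-density lipoprotein, stood at 0.917 ± 0.314 times the control (SD, n = 3) in 3 ZT light and 1.23 ± 0.375 in 6 ZT light with its brightest probe set. *Crh* stood at 2.11 ± 0.861 in 3 ZT light, with ratios of 1.26, 2.98 and 2.07, and at 1.48 ± 0.688 in 6 ZT light. For *Crh* the log2 fold change of 3 ZT light was 0.99 (standard error 0.357, adjusted p = 0.601 from limma). Among the genes of general metabolism listed before the data were examined, 72 of 77 genes of the respiratory chain were lower in 3 ZT light than in 0 ZT dark (median −0.24, camera adjusted p = 6.7e-09, 0.823 with an estimated correlation), as were 45 of 47 cytosolic ribosomal proteins (median −0.15, adjusted p = 1.1e-04, 0.902 with an estimated correlation). In 6 ZT light 66 of the former (median −0.13, adjusted p = 3.8e-05) and 43 of the latter (median −0.12, adjusted p = 1.3e-04) were lower, with an adjusted p of 0.902 for each with an estimated correlation. Between light and darkness at 6 ZT they went the other way, with 57 and 40 higher in light (median 0.05 for each). Neither list passed there (adjusted p = 0.107 and 0.124). In light against 0 ZT dark none of these genes passed limma over all probe sets or over its list alone, and 14 respiratory chain genes were lower at an unadjusted p under 0.05 in 3 ZT light. At 3 ZT both calls ended without 3 ZT light replica 2, whose *Actb* transcript was read less at its 5′ end (adjusted p = 0.0871 and up to 0.505), that of the ribosomal proteins also without 0 ZT dark replica 2, and at 6 ZT both ended without 0 ZT dark replica 2 (0.348 and 0.255). Of 17 heat shock proteins and chaperones, 14 were higher in 6 ZT light (median 0.07, adjusted p = 0.0277, 0.823 with an estimated correlation), which did not hold without 0 ZT dark replica 1, 6 ZT light replica 1 or 6 ZT light replica 2 (adjusted p up to 0.195).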

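In 3 ZT light 23 probe sets were below 0.7 times the control in every replica, and in 6 ZT light 22 were, against simulated means of 5.69 and 5.88 and a simulated maximum of 13 at each hour. The genes at 3 ZT include *Lamb3*, a laminin chain, at 0.466 ± 0.223 (SD, n = 3), *Crhbp*, which binds corticotropin releasing hormone, at 0.521 ± 0.198, and *Pcp2*, a marker of rod bipolar cells, at 0.529 ± 0.141. At 6 ZT they include *G0s2*, an inhibitor of lipolysis, at 0.50 ± 0.127, *Rprm* at 0.569 ± 0.145 and *Kif11* at 0.587 ± 0.114. In 6 ZT dark *G0s2* stood at 0.498 ± 0.172. The bipolar cell markers fell as a group in 3 ZT light, with 9 of 10 lower than in 0 ZT dark (median −0.44, camera adjusted p = 3.1e-04) and 9 of 10 lower than in 3 ZT dark (median −0.53, adjusted p = 8.6e-05), each with an adjusted p of 0.706 with an estimated correlation. Adjusted over the list alone, 4 and 5 of them passed as lower, among them *Pcp2* with a log2 fold change of −0.96 (standard error 0.176), *Grm6* with −0.91 and *Gng13* with −0.79 against 0 ZT dark, and over all probe sets none did. The study picked *Pcp2* as down-regulated on these samples, so that its pass is not independent evidence. Both calls of the group were kept with any single array left out. At 6 ZT 5 of the 10 were lower (adjusted p = 0.932, median −0.06, mean 0.01). Over all probe sets limma passed a single one as lower in 3 ZT light, against 1376 at an unadjusted p under 0.05, and 0 in 6 ZT light, against 702. It is annotated as *LOC102553043*, an uncharacterised gene, with a log2 fold change of −1.27 (standard error 0.119, adjusted p = 0.0172) against 0 ZT dark and −1.21 (adjusted p = 0.0277) against 3 ZT dark. Its adjusted p was 0.873 and 0.929 when only the conditions compared were fitted. The call against 0 ZT dark ended in 10 of the 15 fits that leave out a single array, and that against 3 ZT dark in 12 of the 15.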

Down-regulated genes were those that had a decreased expression level larger than 0.7 and were 23 and 22 after 3 and 6 hours of light exposure for all three replicas (Fig. 1C and 1D), respectively. 

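*Adra1b* has a single probe set on the array, which stood at 11.00 ± 0.28 log2 units (SD, n = 3) in 0 ZT dark. Its ratios to the control of the same number were 0.518, 0.596 and 0.700 in 3 ZT light, with a mean of 0.605 ± 0.0912, and 0.656, 0.462 and 0.620 in 6 ZT light, with a mean of 0.579 ± 0.103. In darkness they averaged 0.872 ± 0.166 at 3 ZT and 0.874 ± 0.233 at 6 ZT. The log2 fold change was −0.74 in 3 ZT light (standard error 0.191, adjusted p = 0.456 from limma) and −0.80 in 6 ZT light (adjusted p = 0.381). Against darkness at the same hour it was −0.52 (adjusted p = 0.895) and −0.58 (adjusted p = 0.519). *Drd4*, the dopamine receptor of photoreceptors, was lower by a similar amount in 6 ZT light (−0.60, adjusted p = 0.298). The 15 genes of dopamine and melatonin signalling, *Adra1b* among them, fell as a group in 6 ZT light against 6 ZT dark, with 11 lower (median −0.11, camera adjusted p = 0.0140, 0.706 with an estimated correlation), but not without 6 ZT light replica 1 or 2 (adjusted p up to 0.0985). Adjusted over the list alone 0 of them passed there. The group did not pass in 6 ZT light against 0 ZT dark (8 lower, adjusted p = 0.246), where 2 passed as lower over the list alone. In 3 ZT light it passed neither against 0 ZT dark nor against 3 ZT dark (adjusted p = 0.0935 for each, 2 lower over the list alone in each). The study picked *Adra1b* as down-regulated on these samples, so that its part in the group is not independent evidence.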

The only gene down-regulated at both times was *Adra1b* (adrenergic receptor, alpha 1b), coding for the alpha 1b adrenergic receptor involved in the control of cyclic AMP (cAMP) when epinephrine is present [41]. cAMP regulates proteins involved in cone photoresponses via G protein-coupled receptor kinases [42]. Therefore, *Adra1b* could have an important role in light adaptation.

### Light and circadian regulation of genes Dio2 and Dio3

The gene which was consistently and prominently up-regulated after 3 and 6 hours of light was *Dio2*. 

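The thyroid hormone cascade holds the deiodinases, the transporters that bring the hormone into cells, its receptors and their cofactors, and 23 of the 25 genes listed before the data were examined have a probe set. In 6 ZT light 14 were higher than in 0 ZT dark and the group rose (median log2 fold change 0.09, camera adjusted p = 0.00967, 0.706 with an estimated correlation), and against 6 ZT dark 16 were higher and the group did not pass (adjusted p = 0.0599). In 3 ZT light 9 were higher and 14 lower (median −0.04, mean −0.03, adjusted p = 0.869 with a test that leans upward). *Dio3*, whose enzyme inactivates the hormone, stood at 0.667 ± 0.270 times the control (SD, n = 3) in 3 ZT light, 0.697 ± 0.264 in 3 ZT dark and 1.05 ± 0.597 in 6 ZT light. In log2 units *Dio3* stood at 8.37 ± 0.56 in 0 ZT dark, 7.73 ± 0.59 in 6 ZT dark and 8.22 ± 0.96 in 6 ZT light. The transporters *Slc16a10* and *Slco1c1* were 1.9 ± 0.285 and 2.23 ± 0.991 times as high in 6 ZT light as in 6 ZT dark, above 1.6 in every replica (log2 differences 0.92 and 1.07, standard errors 0.121 and 0.210, adjusted p = 0.118 and 0.440 from limma). The pigment epithelium markers were higher in the same comparison (median 0.61, 13 of 14 higher), and in 6 ZT light against 0 ZT dark (median 0.18, 12 of 14 higher). The corepressor *Ncor1* was higher in 6 ZT light than in 0 ZT dark by 0.35 (standard error 0.0794, adjusted p = 0.365), and the receptors *Thra* and *Thrb* stood at 0.925 ± 0.145 and 1.14 ± 0.271. Adjusted over the list alone 3 genes passed as higher in 6 ZT light, and over all probe sets 0. The study picked *Dio2* as up-regulated on these samples, so that its part in the group is not independent evidence. The group's adjusted p against 0 ZT dark reached 0.0660 without 0 ZT dark replica 3 or 6 ZT light replica 3. From the rise of *Dio2* at both hours the paper goes on to measure *Dio2* and *Dio3* with real-time PCR in rats under different ambient lights.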

As a consequence, we decided to confirm changes in the expression of genes involved in the production or reduction of thyroid hormone *Dio2* and *Dio3* with real-time PCR in retinas extracted from freely moving rats kept in different ambient lights.

Rats were kept in darkness from 7 pm to 7 am and in ambient light conditions equivalent to 600 Lux from 7 am to 7 pm. This setting is here referred to as the circadian rhythm (indicated by striped dots in Fig. 2). In some experiments, rats were kept in complete darkness for an entire day (indicated by dark dots in Fig. 2) and their retinas were extracted at specific times. In other experiments, rats were exposed to a more intense ambient light equivalent to 1000 Lux from 7 am to 7 pm (or the specified time indicated by white dots in Fig. 2). Changes in gene expression at each time were obtained by pooling at least 6 rat retinas. The reference level of gene expression was taken as that measured at 7 am, i.e. at ZT 0 (Zeitgeber Time). In rats kept in darkness after 7 am and therefore not exposed to the usual diurnal light, the expression level of *Dio2* increased by about 2 times at ZT 3, ZT 4, ZT 6, ZT 8 and ZT 12. The expression level of *Dio2* in rats exposed to the usual light or to an intense light, from ZT 0 increased with time of light exposure, reaching levels 4–8 times larger than in control conditions (Fig. 2A). We could not detect any significant difference when rats were kept in cages illuminated with the usual ambient light or a more intense light. During the usual night darkness, the level of *Dio2* returned progressively to the original level (Fig. 2A).

**Figure 2:**
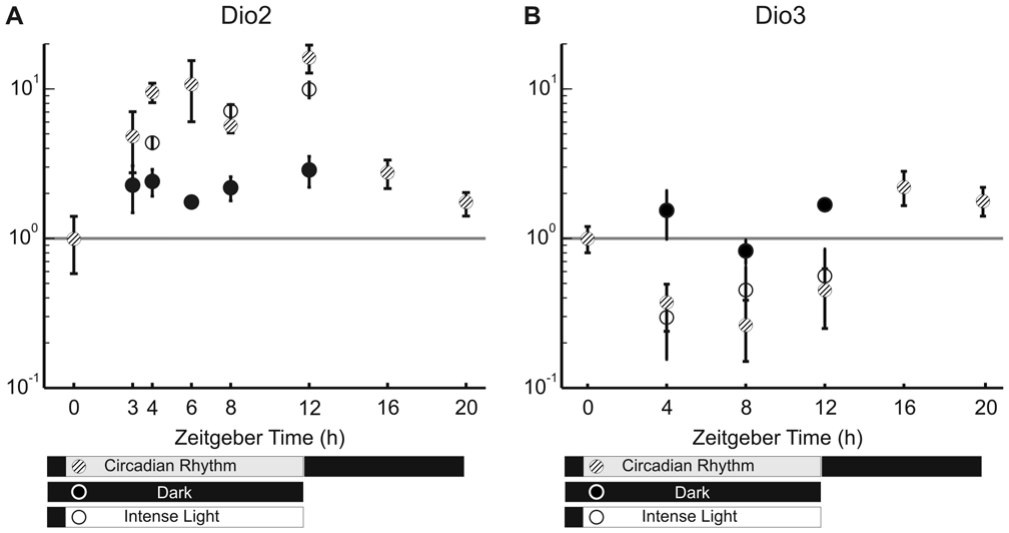
Expression of *Dio2* and *Dio3* using real time PCR. (A) Expression of *Dio2* showing an up-regulation due to the time of the day (compared to Dark) and as response to light (Circadian Rhythm and Intense Light). (B) Expression of *Dio3* showing a down regulation mainly due to light. Data are reported as mean ± S.E.M (N = 6).

An opposite pattern was observed for the expression level of *Dio3*: in rats exposed to the usual diurnal light or more intense light, the expression level of *Dio3* decreased by about two times (Fig. 2B). The level of *Dio3* did not change significantly in rats continuously kept in darkness (Fig. 2B) suggesting that the observed decrease of expression is primarily caused by the light and not by the intrinsic circadian rhythm. The relative abundance of Dio2/Dio3 was estimated by using the ΔCt method, normalizing with respect to the housekeeping reference genes. As shown in table S1, the expression ratio between *Dio2* and *Dio3* increases up to 10-fold at 8 ZT, during normal day light illumination and decreased in the dark during the night.

### Protein changes during the circadian regulation

In order to verify whether up-regulation of *Dio2* and down-regulation of *Dio3* genes resulted in an increased (or decreased) level of related protein, the expression levels of associated proteins were determined by Western blot (Fig. 3) from retinas of freely moving adult rats kept in darkness and of rats exposed to a steady bright light equivalent to 1000 lux for 3 hours. Immunoblot revealed bands for both proteins at 30 kDa. Although the DIO2 antibody was not highly specific and recognized several non-specific bands (Figure 3A), a clear protein band of molecular weight of 30 kDa corresponding to DIO2 was present in samples obtained from rats exposed to light and absent in samples from rats kept in darkness. The antibody for DIO3 was more specific and only the band corresponding to the molecular weight of DIO3 was observed. Western blot analysis using densitometric measurements normalized to β-actin showed that the concentration of DIO2 increased by 131% and of DIO3 protein decreased by 30% (Fig. 3). Therefore, observed changes in gene expression were associated to concomitant changes of protein synthesis.

**Figure 3:**
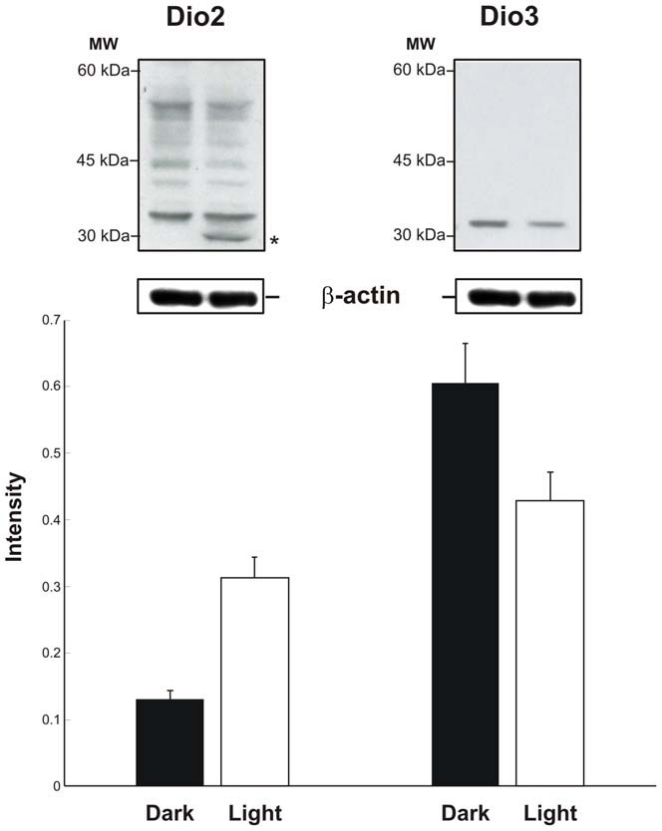
Western blot corresponding to DIO2 and DIO3 showing an agreement with real time PCR results. (A) Representative immunoblot corresponding to DIO2 and DIO3. Although DIO2 shows non-specific bands, a protein band of estimated molecular weight is clearly present in rats exposed to light and absent in dark. MW: Molecular Weight. *:band corresponding to DIO2. (B) Histograms of densitometric measurements of the western blots (N = 3) All band intensities of each protein were compared separately with that of β-actin. The specificity of both antibodies can be observed.

### Retinal localization of the protein deiodinase 2

In order to determine the location where the increase of DIO2 occurred in the retina, we used immunofluorescence imaging with a confocal microscope. In darkness (Fig. 4A), staining for DIO2 (in green) was observed at the level of inner (IS) and outer segments (OS) of photoreceptors, in the inner nuclear layer (INL) and in the ganglion cells (GC). In light adapted conditions (3 hours of continuous light), staining for DIO2 was diffused over the whole retina and in particular in photoreceptor inner segments, the outer nuclear and plexiform layer (ONL, OPL) and in the INL. The increased staining for DIO2 was seen around the nuclei, in agreement with the known localization of DIO2 in the endoplasmic reticulum (ER) [28]. DIO2 is expected to increase the level of T3 in the cytosol with ready access to the nucleus due to the physical proximity of the nuclear compartment to the ER [28]. Confocal images taken at a higher magnification (Fig. 4B) show that in the inner plexiform layer, DIO2 (in green) is localized in close proximity to the nuclei (in blue), in agreement with the notion that DIO2 is an ER resident protein generating T3 in the cytosol [28].

**Figure 4:**
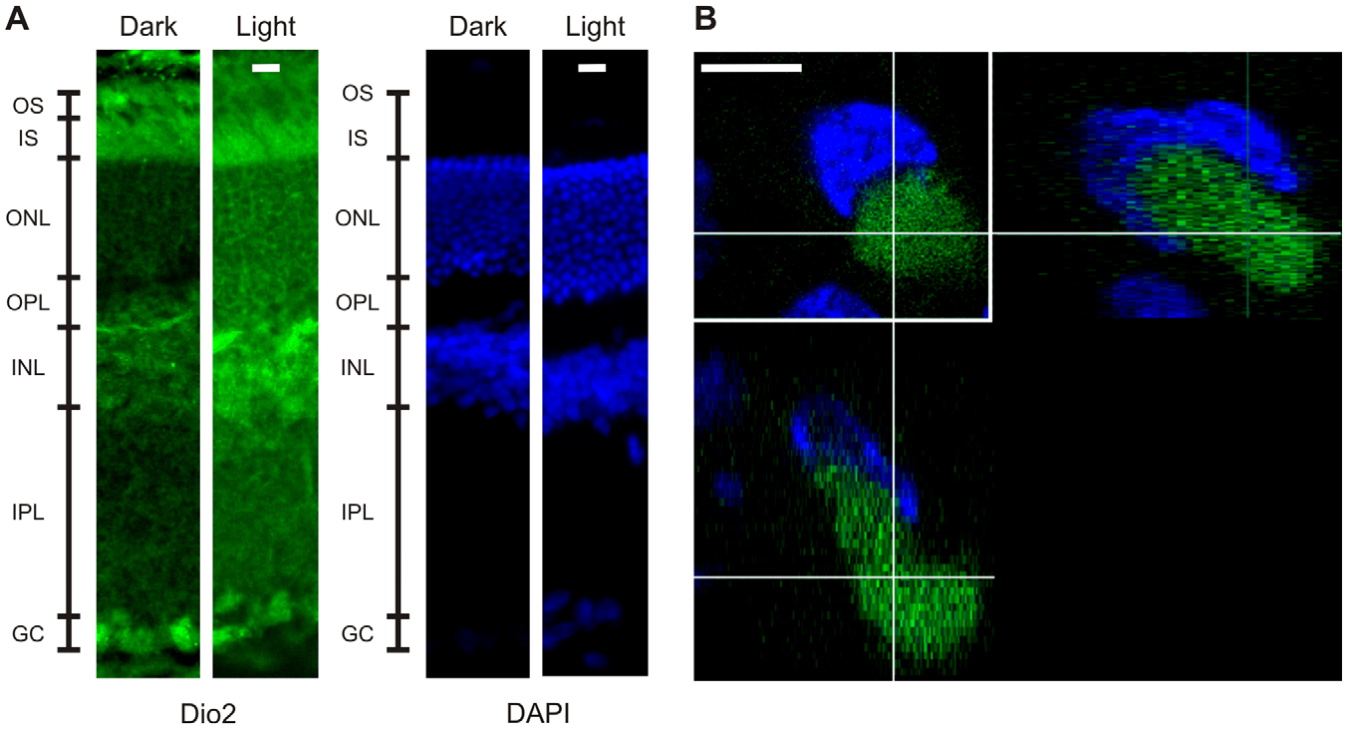
Immunofluorescence of adult rat retina in dark and light conditions (3 hours of steady illumination). (A) In blue for the nuclei (DAPI) and in green for DIO2. (OS photoreceptor outer segment; IS inner segment; ONL outer nuclear layer; OPL outer plexiform layer; INL inner nuclear layer; IPL inner plexiform layer; GC ganglion cells). Scale bar = 10μm. (B) Inner nuclear layer nucleus in blue, do not colocalize with DIO2 in green, in the right side the y–z plane, and in the lower left the x–z plane. Scale bar = 5 µm.

### Light regulation of target genes of the thyroid hormone cascade

The up-regulation of *Dio2* caused by light exposure is expected to increase the concentration of the active thyroid hormone T3 and if the thyroid hormone cascade plays a role in light adaptation, target genes known to be controlled by T3 should also be controlled by light. In human WERI-Rb1 cell line, T3 regulates two genes involved in phototransduction, i.e. *Sag* and *Gcap1* [43] coding for proteins involved in light adaptation. The maximum change in expression of *Dio2* happens between 0ZT and 12 ZT (Fig.2), therefore, we verified by real time PCR the effect of light exposure on these genes using samples obtained at 0 ZT after being kept overnight in the dark and 12 ZT after 12 hours of light exposure. As shown in Fig.5, *Sag* and *Gcap1* were clearly up-regulated at 12 ZT as expected.

**Figure 5:**
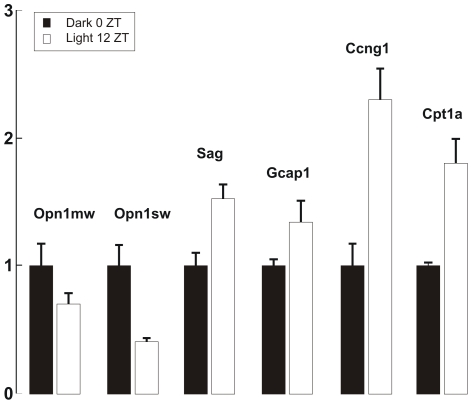
Expression of *Opn1mw*, *Opn1sw*, *Sag*, *Gcap1*, *Ccng1*, *Cpt1a*. Dark columns show the data of rats kept in dark overnight until 7 am (0 ZT). White columns show data after 12 hours of ambient light (12 ZT). Data reported as mean ± S.E.M (N = 3).

Several investigations report that T3 regulates also genes coding for the medium and long wavelength cone opsins (*OPN1LW*/*OPN1MW*) in human WERI-Rb1 cell lines [43]. Glaschke et al. found that in adult rodent retinas, T3 controls the expression of medium and short wavelength cone opsin (*Opn1mw* and *Opn1sw*) [44]. On the other hand, the activation of the thyroid hormone receptor β2 (TRβ2) down-regulates the expression of *Opn1sw* and *Opn1mw* [45]–[47]. In this work, we observe a similar down-regulation in intact rats caused by light and in fact at 12 ZT under light exposure, the expression level of *Opn1sw* and of *Opn1mw* was respectively about 30% and 40% lower than at 0 ZT in the dark (Fig.5).

Thyroid hormone receptors, TRα and TRβ, regulate target gene expression by binding to the T3 response element (TRE) composed of repeated DNA sequences with different configurations. The consensus sequence recognized by nuclear receptors often contains a hexamer AGGTCA known as “the half site”. TR forms heterodimers with members of the retinoid X receptor (RXR) family to mediate T3 action [36]. TR/RXR activates through the DR4 element (two half sites in the same orientation spaced by four base pairs), that is AGGTCANNNNAGGTCA. To find additional target genes of the hormone cascade, we scanned their promoter sequences (downloaded from http://www.mybioinfo.info/) to locate the existence of a DR4 element. We found that *Atp1b2* (ATPase, Na^+^/K^+^ transporting, beta 2) contains this exact sequence and *Ep300* (E1a binding protein), *Ccng1* (cyclin g1) and *Cpt1a* (carnitine palmitoyltransferase 1a, liver) contained a sequence that had the two half sites but spaced by 5, 6, 6 base pairs, respectively. TR binding and weak transactivation to sequences with 5 and 6 base pairs between the two half sites has been reported [27]. *Cpt1a* is known to be regulated by T3 [48], and regulates some cyclins [49]. We were unable to verify the expression of *Atp1b2* and *Ep300*, but the two genes *Ccng1* and *Cpt1a*, were up-regulated also by light, as shown in Fig.5. *Ccng1* could have a protective role and in cellular survival as reported for other cyclins [50], [51], and *Cpt1a* play a role in retina metabolism [52].

These results support the notion that light could activate the thyroid hormone cascade, regulating therefore the expression level of its target genes, such as the cone opsins, *Sag* and *Gcap1*. These biochemical pathways could be novel components of light adaptation.

## Discussion

Our results demonstrate that the circadian clock and the ambient light influence the expression level of *Dio2* and *Dio3* genes and of their corresponding proteins in the adult retina. 

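Diurnal light can be told apart from the hour of the day by comparing retinas in light and in darkness at the same clock hour. By this comparison 5 probe sets were more than 1.6 times as high in 3 ZT light as in 3 ZT dark in every replica, and 17 were in 6 ZT light, where simulated unchanged sets passed at most 7 and 6. *Dio2* was 2.92 ± 1.96 times as high (SD, n = 3) at 3 ZT and 1.72 ± 0.865 times at 6 ZT, with log2 differences of 1.33 (standard error 0.383, adjusted p = 0.895 from limma) and 0.67 (adjusted p = 0.630). At 3 ZT its ratios were 2.28, 1.36 and 5.12. Without 3 ZT light replica 3 its log2 difference was 0.96. The unnamed probe set that led both lists against the control was 3.44 ± 2.48 (2.04 without replica 3 of 3 ZT dark or of 3 ZT light) and 3.08 ± 1.15 times as high. At 3 ZT *Rab27b* was 3.03 ± 1.22 times as high, with a log2 difference of 1.51 (adjusted p = 0.895). At 6 ZT *Greb1l*, a coactivator of retinoic acid signalling, was 2.37 ± 0.448 times as high with the brighter of its 2 probe sets (log2 difference 1.23, adjusted p = 0.118), the transcription factor *Etv4*, chosen after its value was seen, 2.53 ± 0.330 times, and *F3*, the coagulation tissue factor, was higher by 0.53 (adjusted p = 0.118). Over all probe sets limma passed 0 as higher at either hour, with 608 and 1726 higher at an unadjusted p under 0.05. With arrays weighted by quality 1511 were higher at 6 ZT, *Dio2* among them (1.17, adjusted p = 0.0270, while its other settings gave up to 1). With weights fitted anew for it, another split of the 6 arrays gave 3852 changed probe sets, against 2311 for light and darkness. In the fit for light and darkness the weight of 6 ZT light replica 3 was 7.45.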

The genomic analysis of changes in gene expression with DNA-microarrays in the adult retina shows that *Dio2* is the most up-regulated gene by diurnal light (Fig. 1). These results suggest a role of the thyroid hormone cascade during light adaptation in the adult retina, not previously considered.

### The thyroid hormone cascade

The thyroid gland secretes the poorly active compound thyroxine (T4). The relative concentrations of T4 and T3 and their availability to the nuclear thyroid hormone receptor (TR) are controlled by the local conversion of T4 to T3 catalyzed by the enzyme DIO2, while the enzyme DIO3 inactivates T3 [26], [53]. T3 mediates the activation of nuclear thyroid hormone receptors, TRα and TRβ, ligand-inducible transcription factors regulating a variety of target genes [29]. Therefore, the transcriptional activation of *Dio2* is expected to activate the thyroid hormone cascade and thus, to modulate the associated target genes.

In the pituitary gland, *Dio2* and *Dio3* exhibit a regulation of gene expression similar to the one described here in the retina. Several genes present in the retina and in the pineal gland show a phase shift with respect to each other [54], similar to what observed for *Dio2* and *Dio3*. *Dio2* has a role in photoperiodic modulation in seasonal reproduction in the mediobasal hypothalamus [55], [56].

The thyroid hormone cascade acts in the regulation of neurodevelopment, possibly by activation and repression of complex gene networks [57] and DIO2 plays a crucial role during retinal development [20]–[23]. The thyroid hormone stimulates the up-regulation of red-green, violet opsins and rhodopsin and calbindin in photoreceptors in development [58]. Photoreceptors mature expressing photopigments when the thyroid hormone increases in embryonic development [59]. DIO3 acts as a limiting factor to the hormonal exposure of cones to levels that safeguard cone survival and patterning of opsins required for cone function [30].

TR regulates target gene expression by binding to the T3 response element (TRE) composed of repeated DNA sequences with different configurations. The consensus sequence recognized by nuclear receptors often contains a hexamer AGGTCA known as “the half site”. TR forms heterodimers with members of the retinoid X receptor (RXR) family to mediate T3 action [36]. TR/RXR activates through the DR4 element (two half sites in the same orientation spaced by four base pairs), that is AGGTCANNNNAGGTCA. 

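*Ccng1* encodes cyclin G1, a target of p53, and *Cpt1a* the enzyme that carries fatty acids into mitochondria. *Ccng1* stood at 12.74 ± 0.16 log2 units (SD, n = 3) in 0 ZT dark, 13.29 ± 0.05 in 3 ZT light and 13.60 ± 0.23 in 6 ZT light. Its ratio to the control averaged 1.47 ± 0.188 at 3 ZT and 1.82 ± 0.134 at 6 ZT, and in darkness 1.29 ± 0.124 and 1.45 ± 0.0984. *Cpt1a* averaged 1.45 ± 0.132 at 3 ZT and 1.71 ± 0.174 at 6 ZT, and in darkness 1.09 ± 0.302 and 1.26 ± 0.219. In 6 ZT light the log2 fold changes were 0.86 for *Ccng1* (standard error 0.106, adjusted p = 0.102 from limma) and 0.77 for *Cpt1a* (standard error 0.117, adjusted p = 0.156), and against 6 ZT dark they were 0.33 and 0.45. *Atp1b2*, a subunit of the sodium pump, stood at 2.54 ± 1.14 in 6 ZT light and 2.27 ± 0.350 in 6 ZT dark with the dimmer of its 2 probe sets and at 1.29 ± 0.157 and 1.31 ± 0.137 with the brighter one. The 14 measured genes that the paper discusses as targets of the hormone rose as a group in 6 ZT light, with 12 higher than in 0 ZT dark (median 0.09, camera adjusted p = 9.51e-05, 0.706 with an estimated correlation) and 10 higher than in 6 ZT dark (median 0.09, adjusted p = 0.00780, 0.814 with an estimated correlation). The paper reports the cone opsins *Opn1mw* and *Opn1sw* as lower after 12 hours of light, so that a rise is not its direction for every target. Here they stood at 11.999 ± 0.155 and 11.716 ± 0.345 log2 units in 6 ZT light, against 11.698 ± 0.137 and 11.575 ± 0.316 in 0 ZT dark. Adjusted over the list alone 2 genes passed in the former comparison and 1 in the latter, and over all probe sets 0. The paper took *Ccng1*, *Cpt1a*, *Atp1b2* and *Ep300* from genes up-regulated on these samples, so that the list is not independent evidence. In 3 ZT light 8 of the 14 were lower (adjusted p = 0.532, median −0.03, mean −0.03, with a test that leans upward). Adjusted over the list alone 2 genes passed as higher there, and 1 in 3 ZT light against 3 ZT dark, where 10 of the 14 were lower.

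**Figure D4:**
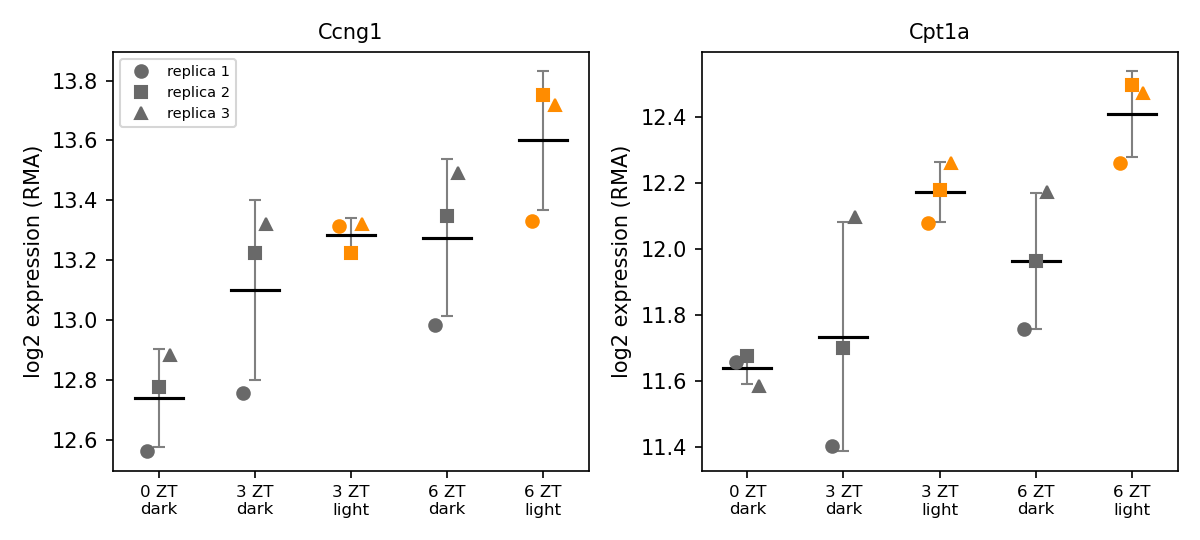
Log2 values (vertical axis) of Ccng1 and Cpt1a in the 15 arrays by condition. Points are arrays, with a symbol for each replica, black bars are means, grey bars are SD (n = 3) and orange marks light; the mean of Ccng1 is 12.74 in 0 ZT dark and 13.60 in 6 ZT light.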

To verify whether up-regulated genes (Fig. 1A–B) could be directly regulated by TR, we scanned their promoter sequences (downloaded from http://www.mybioinfo.info/) to locate the existence of a DR4 element. We found that *Atp1b2* (ATPase, Na+/K+ transporting, beta 2) contains this exact sequence and *Ep300* (E1a binding protein), *Ccng1* (cyclin g1) and *Cpt1a* (carnitine palmitoyltransferase 1a, liver) contained a sequence that had the two half sites but spaced by 5, 6, 6 base pairs, respectively. TR binding and weak transactivation to sequences with 5 and 6 base pairs between the two half sites has been reported [27]. It has been implied that *Ep300* has a role in TR function [60]. The fact that this gene, out of the four we mentioned, has a role in TR function strongly supports the idea that the other three genes depend on the activity of the thyroid hormone cascade and that could also be involved in light adaptation.

### Knock-out mice of Dio2 and Dio3 and Graves' disease

*Dio2* ^−/−^ knock-out mice had significant deficits in thermoregulation and thermogenesis [53], [61]–[63], in skeleton, brain and in auditory functions [64]–[66]. These mice had an almost normal level of T3 and their general health appeared to be good [67]. *Dio*1^−/−^ and *Dio2* ^−/−^ knock-out mice had significant deficits in the Morris water maze test indicating dysfunctions not only in learning and memory development but also, possibly, in visual capability [67]. In *Dio*3^−/−^ knock-out mice, almost 80% of cones are lost through neonatal cell death and the amplitude of both the a- and b-wave of the electroretinogram is significantly reduced [30]. These results suggest that the thyroid hormone cascade contributes to the regulation of retinal functions. However, the almost normal level of T3 in these mice suggests the existence of compensatory mechanisms, likely to mask the exact role of *Dio2* and *Dio3* in retinal visual functions.

In humans, the majority of patients with dysthyroid eye disease (Graves' disease), an autoimmune disease where the thyroid is overactive, producing an excessive amount of thyroid hormones have developed color vision defects [68], in agreement with a possible influence of the thyroid hormone cascade on color vision.

### Comparison with previous investigations

Liu et al [43] analyzed changes in gene expression, in human retinoblastoma cell line (WERI-Rb1) induced by a high level of T3. WERI cells are an early stage cone lineage cell line [69] and these cells express L- and M- opsin in a mutually exclusive pattern, similar to the human retina [70], therefore, this investigation provides a good model of the role of the thyroid hormone cascade in the retina. Changes in gene expression in WERI cells exposed to a high level of T3 were analyzed with DNA microarray and real time PCR, providing a screen of genes modulated by T3. The genes most up-regulated were *OPN1LW* and *OPN1MW*, i.e. the long (L) and medium (M) cone opsin genes and were identified as transcriptional targets of the thyroid hormone cascade. Also *ARR3* (arrestin 3, retinal), *GCAP1, PDE6H* (phosphodiesterase 6H) and *PDE6C* (phosphodiesterase 6C) were found to be similar transcriptional targets. Arrestin, guanylyl cyclase, and phosphodiesterase are proteins involved in the regulation of the cyclic GMP signal transduction pathways in cones and rods [71] and it is remarkable that they are all transcriptional targets of the thyroid hormone cascade. Also *Crx,* the cone-rod homeobox [43] was found to be another transcriptional target of T3 and *OPN1LW*, *Opn1mw*, *Arr3* and *Gcap1* have been identified to be regulated by *Crx* [34], [43], [72], [73]. Recently, Glaschke et al. have shown that thyroid hormone controls cone opsin expression and that *Dio2* and *Dio3* have a similar behavior in wild-type mice treated with MMI/perchlorate, treatment causing mice to become hypothyroidic [24]. In agreement with this observation, genes coding for the cone opsins *Opn1mw* and *Opn1sw* are down-regulated after 12 hours of light exposure (Fig. 5).

In a previous investigation [19], we have shown that exposure to bright light caused an up-regulation of three genes involved in phototransduction in retinal rods. Indeed, during light adaptation, we have observed an up-regulation of almost two-fold of *Sag*, *Gcap1* and *Gcap2* [19]. As shown in Fig. 4A, we observed an increase of the protein DIO2, usually associated to an elevation of T3, in photoreceptor inner segments. These observations suggest the possibility that the thyroid hormone cascade could be involved in the changes of *Sag*, *Gcap1* and *Gcap2* expression observed in retinal rods during prolonged light exposures as shown in Fig. 5 after 12 hours of light exposure.

### Possible role of the thyroid hormone cascade during light adaptation

The present and previous investigations [19], [43] indicate a possible role of the thyroid hormone cascade during light adaptation in the retina. As shown in Fig. 4, prolonged light exposures increase the level of DIO2 throughout the retina and in the soma of retinal photoreceptors. An increased level of DIO2 is expected to enhance the local concentration of T3 activating the thyroid hormone cascade modulating its target genes such as *OPN1LW*, *Opn1mw*, *Opn1sw*, *Arr3* and *Gcap1* [61] controlling light adaptation in photoreceptors. 

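In darkness *Pax4* stood at 12.20 ± 0.52 log2 units (SD, n = 3) at 0 ZT, 12.56 ± 0.11 at 3 ZT and 12.91 ± 0.37 at 6 ZT, and in light at 12.47 ± 1.16 and 13.22 ± 0.22. The log2 difference between light and darkness at 6 ZT was 0.31 (standard error 0.385, adjusted p = 0.814 from limma), smaller than that between 6 ZT dark and 0 ZT dark, which was 0.71 (adjusted p = 0.620). *Crx* and *Otx2*, homeobox factors of photoreceptors, stood at 1.5 ± 0.441 and 1.03 ± 0.172 times the control in 6 ZT light and at 1.63 ± 0.361 and 0.978 ± 0.143 in 6 ZT dark. In 3 ZT light *Crx* stood at 1.51, 0.286 and 1.00 times the control, the lowest in replica 2.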

Among genes up-regulated by light (Fig. 1), there is *Pax4*, a homeobox gene, usually involved in developmental events and in adult tissues undergoing frequent renewal [74]. *Pax4* has been found to be expressed in the adult retina and with a highly marked diurnal rhythm during daytime [35] and could be involved in maintaining cell functions during prolonged light exposure. *Pax4* is governed by a set of transcription factors, including members of the orthodenticle family of homeobox genes, such as *Otx2* and *Crx* [75]–[77]. *Crx* is regulated by T3 and therefore disk and opsin renewal [78] could be controlled by the thyroid hormone cascade through activation of *Pax4* and *Crx*. Moreover, *Ccng1* and *Cpt1a* could be playing a role in protection and metabolism in the retina and be controlled by light through the activation of the thyroid hormone cascade [49], [51], [52].

## Materials and Methods

### Ethics Statement

Experiments were supervised and authorized by the SISSA Ethics Committee (Prot.n. 2190 II/7). All rat experiments were carried out according to the Italian and European guidelines for animal care (d.l.116/92; 86/609/C.E.).

### Harvesting rat retinas and culture rat retinas

Dark-adapted Long Evans male adult rats were sacrificed under an infrared light source. The harvested retinas were expelled into 500 µl of TRI Reagent T9424 (Sigma Aldrich) on ice and stored at −80°C. Culture retinas were prepared as described on the protocol used by Reidel et al [31].

### Immunohistochemistry

Immunolabeling was performed by standard protocols for tissue fixation and processing, using as primary antibody anti-Dio2 sc-98716 (Santa Cruz Biotechnology, Inc) and DAPI (Boehringer Mannheim GmbH, Germany) for nuclear staining.

### Western blotting

Retinas, dissected from light or dark-exposed mice, were homogenized in Lysis buffer (50 mM Tris pH 7.5; 150 mM NaCl; 1% Triton X−100; 10 mM MgCl_2_) in ice. The total amount of protein was determined by using BCA protein assay kit (Pierce Biotechnology). The homogenate was diluted in a sample buffer (20μg), run on SDS-PAGE and western blotted using the following antibodies: anti-Dio2 sc-98716 (Santa Cruz Biotechnology, Inc), anti-Dio3 ab82041 (Abcam, Cambridge, UK). β-Actin HRP- conjugated A3854 (Sigma-Aldrich) was used as housekeeping control. Signals were detected analyzing the optical density of the spots.

### Microarray hybridization

Total RNA was purified using the RNeasy mini kit (Qiagen). The RNA quality was checked using a bioanalyzer (Agilent 2100; Agilent Technologies), and the RNA quantity was measured with ND-1000 Nanodrop spectrophotometer. 10 µg of RNA sample was used for microarray analysis on Affymetrix RAT230_2 GeneChip containing 31099 probes, corresponding to 14181 probes with a gene symbol (Affymetrix). Low level analysis was performed using an Robust Multi-array Average (RMA) algorithm (Irizarry et al., 2003) directly on the scanned images. All data is MIAME compliant and that the raw data has been deposited in a MIAME compliant database (E.g. ArrayExpress, GEO), as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html.

### Analysis of microarray data

Data were organized in matrices ‘‘m×n’’ (m, number of genes; n, number of replicas). Five samples were considered: a control at 7 am in dark (Cij; i = 1,...,n; j = 1,...,m), a sample always kept in dark till 10 am (3Dij), a sample with 3 hours of continuous light also at 10 am (3Lij), and two similar samples at 1 pm (6Dij, 6Lij). Data were analyzed by considering log2 changes in gene expression in each replica against the control condition C, that is, log2(3Dij/Cij), log2(3Lij/Cij) and log2(6Dij/Cij), log2(6Lij/Cij). Up-regulated genes for each replica were obtained by selecting all genes showing an up-regulation higher than 60%. Down-regulated genes were obtained considering genes with a decrease of expression larger than 0.7. Intersection between the three replicas was performed and presented in Fig.1. Thus, from the microarray data we obtained an ‘‘m×n’’ ratio-matrix for each condition. Considering the three replicas as independent variables, this matrix was treated as a multivariate variable in three dimensions. We derived the empirical cumulative distribution function with upper and lower bounds of the multivariate variable, using the Kaplan–Meier estimator (Kaplan and Meier, 1958) so to assign a P-value to all the genes and select the most significant ones.

### Real-time PCR on retinas

Long Evans rats were bred and maintained under a 12 hour light/dark cycle (7 AM:7 PM). For changes of lighting environment, two groups of overnight dark-adapted animals were maintained in either a darkened or a lighted cage. A 60 W bulb was used as an adjustable light source. For each time point at least six animals were sacrificed by CO_2_ inhalation, the eyes enucleated, the lenses removed and the retinas collected in TRI Reagent (Sigma Aldrich). Total RNA from retinas was extracted according to the manufacturer's instructions (Sigma Aldrich). After resuspension in DEPC-treated H_2_O, RNA was further purified using an RNeasy column (Qiagen) and quantified using an ND-1000 Nanodrop spectrophotometer (Nanodrop Technologies). Total RNA (500 ng) was treated with DNAse I (Invitrogen) to remove any genomic DNA contamination and converted to cDNA using Superscript II reverse transcriptase (Invitrogen). Twenty microliter PCR reaction mixtures contained cDNA, SYBR green master mix (BioRad), H_2_O, and custom primers designed for each gene of interest. The PCR reactions were performed in an iQ5 thermocycler (BioRad). Each reaction was performed at least in duplicate, and threshold cycles (Ct) were calculated using the second derivative of the reaction. The Ct of each gene was normalized against that of the control reference transcript *Gapdh*. The variation of *Gapdh* in Ct between samples obtained from rats exposed to darkness and to light showed no significant difference. For the experiments shown in Fig. 5 two housekeeping genes were used *Gapdh* and *Hprt*. Normalization was performed using the geometrical mean as described by Vandesompele et al [79]. Both of them showed no difference in Ct. Fold changes were determined using the comparative Ct method (2^−ΔΔCt^ method), using the average of dark control set to one [80]–[82]. RNA controls were performed to ensure that amplification of products did not come from genomic DNA contamination.

### Primers used for Real-Time PCR

Primers shown in Table 1 were used for Real-Time-PCR.

**Table 1:** Primers used for the real time PCR.

Primer name	Sequence
*Gapdh*	F: 5’- CAAGTTCAACGGCACAGTCAAGG -3’R: 5’- ACATACTCAGCACCAGCATCACC -3’
*Hprt*	F: 5’- TTGTTGGATATGCCCTTGACT -3’R: 5’- CCGCTGTCTTTTAGGCTTTG -3’
*Dio2*	F: 5’- TTATGGGGTAGCCTTTGAACG -3’R: 5’- CCAGCCAACTTCGGACTTC -3’
*Dio3*	F: 5’- GCTGTGCTCTGGTTCTGGAC -3’R: 5’- GATGGTGCCGCTCTGGATG -3’
*Opn1mw*	F: 5’- AGGATAGCACCCAGGCAAGCAT -3’R: 5’- GTGCTGGTGAGGTGGTACACCC -3’
*Opn1sw*	F: 5’- GGACTTACGGCTTGTCACCATCCC -3’R: 5’- TGTCATGGGCTTCCTGCACACC -3’
*Sag*	F: 5’- TGCTCAGTGATGTTGCAGCCAGC -3’R: 5’- CCGCACAGAGCTCTTCTTGGGGA -3’
*Gcap1*	F: 5’- GATCGACATCAACGGGGATGGGG -3’R: 5’- GCGGGTCAAGTCCAGGCTTCG -3’
*Ccng1*	F: 5’- GGCGTGCCACTGCAGGATCAT -3’R: 5’- TTCAGTGCTTGGATCTCCAAAGCGA -3’
*Cpt1a*	F: 5’- CGCATGACAGCACTGGCCCAG -3’R: 5’- ACTCACGTAATTTGTGGCCCACCA -3’

F: forward primer, R: reverse primer.

## Supporting Information

Table S1 **Relative abundance of Dio2 and Dio3.** From the data presented in Figure 2, using the ΔCt method and as reference the housekeeping genes, the relative abundance of Dio2/Dio3 were calculated. The time points represent the values of circadian rhythm, that is, at 0, 12, 16 and 20 ZT in dark condition and 4, and 8 ZT under normal ambient illumination.
(DOC) Click here for additional data file.

# Supplementary material for: A Component of Retinal Light Adaptation Mediated by the Thyroid Hormone Cascade
**Source:** PLoS One. 2011 Oct 24;6(10):e26334. doi: 10.1371/journal.pone.0026334
**Supplement:** Table S1 — Relative abundance of Dio2 and Dio3. From the data presented in Figure 2, using the ΔCt method and as reference the housekeeping genes, the relative abundance of Dio2/Dio3 were calculated. The time points represent the values of circadian rhythm, that is, at 0, 12, 16 and 20 ZT in dark condition and 4, and 8 ZT under normal ambient illumination.

| **Time** | **Dio2** | **Dio3** | **Dio2/Dio3** |
| --- | --- | --- | --- |
| 0 ZT | 0.001 | 0.003 | 0.395 |
| 4 ZT | 0.010 | 0.001 | 7.552 |
| 8 ZT | 0.010 | 0.001 | 10.324 |
| 12 ZT | 0.003 | 0.004 | 0.767 |
| 16 ZT | 0.003 | 0.007 | 0.373 |
| 20 ZT | 0.003 | 0.004 | 0.703 |

How the deposited data were processed for this re-analysis (not part of the article)

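Retinal RNA from rats in 5 conditions, with 3 replicas each, was measured on 15 Affymetrix arrays. The authors made the deposited log2 values from the scanned images with the Robust Multi-array Average, as the methods state, which corrects for background, normalizes by quantiles and summarises each probe set by median polish. The values were used as deposited and hold 31099 probe sets in log2 units, without centring per gene. The paper's text does not name the software, nor whether the replica numbers were normalized as separate sets. The values do not share a common distribution over the 15 arrays, since the median log2 value differs between replica numbers. No pair of arrays held identical values. Correlations between arrays ran from 0.960 to 0.996. The rat gene table of RefSeq matched 20764 of the Entrez identifiers of the array annotation, and gene symbols were taken from these tables, 14218 symbols in all.

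The replica numbers were used as a block. In each of 18 checks an array's deviations were closest to those of the array with its own number in the condition compared (r from 0.289 to 0.797). Arrays of a number also share their median level and many exactly equal values. The closeness may thus come from processing, and the checks cannot show that the samples themselves were paired. Ratios to the 0 ZT dark sample of the same number were computed from the log2 values, and a probe set was counted as up-regulated above 1.6 or down-regulated below 0.7 in all 3 replicas, after the paper's rule. Lists by this rule were set against 100 simulated sets of unchanged values with a spread taken from the data. They are a rough guide to chance only, since the spread differs between arrays. Fold changes, standard errors and p-values came from limma 3.58.1 in R 4.3.3, fitted to the 15 arrays with condition and replica number as terms, with Benjamini-Hochberg adjustment over the 31042 probe sets that are not controls and a threshold of 0.05. The comparisons were each light and each later dark condition against 0 ZT dark, light against darkness at 3 and at 6 ZT, and the difference of these light effects. On simulated data with 3 ZT light against 0 ZT dark, limma recovered 79 of 100 changes of 1 log2 unit and 96 of 100 changes of 2 log2 units, with 6 false among 181 calls. Figures were drawn with matplotlib 3.10.9.

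The 20 gene lists were written before the data were examined. The visual function genes and T3 targets came from the paper, which chose the former and some of the latter on these samples. They cover the circadian clock, immediate early genes, rod and cone phototransduction, the thyroid hormone cascade, targets of T3 that the paper discusses, crystallins and other lens genes, retinal pigment epithelium, Müller glia and retinal stress, heat shock proteins and chaperones, dopamine and melatonin signalling, bipolar cells, amacrine and horizontal cells, ganglion cells, blood and vessels, microglia and immune cells, cytosolic ribosomal proteins, the respiratory chain, the visual function genes that the paper names, and synaptic and nerve impulse genes. Each gene entered with its brightest probe set. Each list was tested in 6 comparisons with camera of limma at a preset correlation of 0.01, and the 120 p-values were adjusted together. At an adjusted p under 0.05, 15 tests passed upward and 19 downward. With a correlation estimated for each list none of the 120 passed, with a lowest adjusted p of 0.706. Counts adjusted over a list alone were taken from the limma p-values of its members.

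Genes are named by a rule set before the data were examined. It takes up to 10 genes per direction that pass the threshold, the 5 with the lowest p-values per direction where fewer than 5 pass, every gene that the paper's text or its Fig. 1 names, and up to 4 members of each list with the smallest adjusted p. Among the 5 with the lowest p-values, only genes with a single symbol, the brightest probe set and the same sign in all 3 ratios were taken. Other genes are said to have been chosen after their values were seen.

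The alternatives set before the data were examined were no replicate block (ratios then taken to the mean of the controls), quantile and cyclic loess normalization, dim probe sets left out, array quality weights with statmod 1.5.0, fits of only the conditions compared, every probe set of a listed gene, an estimated correlation, ratios above 2 or below 0.5, log2 ratios above 0.6 or below −0.7, gene symbols counted once, and each array left out in turn. A ratio of 1.5, leaving out both arrays with the largest *Actb* difference, another probe set of the same gene, and an unnamed probe set in place of that of *Dio2* were chosen after seeing the data. Genes that the paper measured only by PCR, Western blot or imaging are not analysed here in those assays, and some genes that the paper names are not reported here.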

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

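The tests on lens tissue and those of the whole cause were chosen only after the result was seen, while the residual correlation of the pair of arrays and the correlation of the transporters with the pigment epithelium were set before it.

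The paper reports on light against the control and does not report on the dark conditions at 3 and 6 ZT in its array results. In 6 ZT dark against 0 ZT dark, 20 probe sets were above 1.6 in all 3 replicas and 89 were below 0.7. There 100 simulated sets of unchanged values passed at most 5 and 16. Simulated numbers are a rough guide to chance, since the spread differs between arrays. In 6 ZT light against 6 ZT dark, 17 probe sets were above 1.6, where the simulated sets passed at most 6, and 12 were below 0.7, where they passed at most 13, and at 3 ZT the numbers stayed within those of the simulated sets, with 5 and 10 in light against darkness (at most 7 and 16) and 0 and 5 in darkness against 0 ZT dark (at most 6 and 12). Among named genes, the highest mean ratios in 6 ZT dark were those of the lens genes *Mip*, *Crybb1*, *Crygc* and *Crygb* (4.98, 3.37, 3.15 and 3.02, with *Mip* at 2.12 without replica 1 of 0 ZT dark or of 6 ZT dark), of which *Mip* and *Crybb1* were chosen after their values were seen. For the visual function genes the median light effect was 0.82, 0.75 and 0.10 in the replicas at 3 ZT and −0.10, −0.12 and −0.72 at 6 ZT, a mean difference of −0.873, and this difference was not tested.

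The lens genes differed between conditions and arrays. The crystallins and the 6 other lens genes deviated together within conditions (r = 0.964, rho = 0.957, permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted p = 4e-05 over 4 relations), also without 6 ZT light replica 3 and 3 ZT light replica 2 (r = 0.935), which is consistent with lens tissue carried over in the dissection. These deviations are residuals of the fit and are tied to each other within a condition, so that the permutation p-values may be too small. The abundant *Cryaa* stood at 15.11 ± 0.29 log2 units (SD, n = 3) in 6 ZT dark and 14.11 ± 1.45 in 6 ZT light. The paper states for its PCR samples that lenses were removed. A light effect that raises the gamma crystallins at both hours is argued against by their mean log2 difference of −1.71 (SD 0.601) between light and darkness at 6 ZT, while at 3 ZT it was 0.96 (SD 1.03). Lens tissue as the whole cause of the higher gamma crystallins in 3 ZT light stays open, since they exceeded the other crystallins by 1.67 (SD 1.10) there but were chosen by the paper on these arrays, and so does an effect of light or of the hour on them.

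*Slc16a10* and *Slco1c1* were higher in 6 ZT light than in 6 ZT dark. They deviated together with the 14 pigment epithelium markers within conditions (r = 0.735, permutation p = 0.0027, adjusted p = 0.0036, rho = 0.793, permutation p = 7.9e-04, adjusted p = 0.00105, and r = 0.652 without 6 ZT dark replica 2 and 6 ZT light replica 1), so that pigment epithelium carried over in the dissection may contribute. *Slco1c1* alone gave r = 0.772 (rho = 0.832, permutation p = 8.6e-04 and 1.8e-04, adjusted p = 0.00172 and 3.6e-04) and *Slc16a10* alone r = 0.258 (rho = 0.389, permutation p = 0.354 and 0.153, adjusted p = 0.354 and 0.153). As for the lens genes, these permutation p-values may be too small, since residuals are tied within a condition. Carry-over as the whole cause stays open, since the comparisons differ. In 6 ZT light against 6 ZT dark the transporters (0.92 and 1.07) lay within the range of the markers (−0.17 to 1.43, median 0.61). In replica 2 of that comparison the markers' mean stayed at 10.69, while *Slc16a10* went from 6.61 to 7.32 and *Slco1c1* from 9.51 to 10.28. In replicas 1 and 3 the markers' mean rose as well. Against 0 ZT dark the markers ran from −0.065 to 0.48 (median 0.18, SD 0.17). The mean of the transporters (0.71) lay above all of them (markers' median minus this mean −0.53). The transporters were noticed in the same light samples. An effect of light on the transporters stays open too.

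The arrays 0 ZT dark replica 1 and 3 ZT light replica 2 stand apart by the 3′ to 5′ difference of *Actb*. Their residuals from the fit were correlated over probe sets at r = 0.579, across probe sets that are not independent, against a median of 0.129 in the 59 other pairs that share neither condition nor number. This is in line with a shared technical cause such as RNA quality. The next highest pair, at 0.550, is 0 ZT dark replica 2 with 3 ZT light replica 1, which the fit ties to it, and the one after lies at 0.537, so that the pair is not far outside the others. The design gives no condition that the arrays share, and no biological explanation was tested.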

How the results depend on the processing

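Leaving out both arrays with the largest *Actb* difference, a ratio of 1.5 and another probe set of the same gene were chosen only after the result was seen. A fold change is called reversed where its sign changes and its unadjusted p is under 0.05 on either side. Where no reason is given, the cause was not tested.

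The numbers of changed probe sets were 1 down in 3 ZT light against 0 ZT dark and against 3 ZT dark, and 0 in the other comparisons. For 3 ZT light against 0 ZT dark the number was 2 with dim probe sets left out, 2 with array weights and 0 when only the conditions compared were fitted. Against 3 ZT dark it was 0 with no replicate block, 0 with quantile normalization and 0 with only the conditions compared. Array weights gave 676 in 6 ZT light against 0 ZT dark, 3 in 6 ZT dark against 0 ZT dark and 2311 in 6 ZT light against 6 ZT dark, and weights ran from 0.16 for 3 ZT light replica 2 to 7.45 for 6 ZT light replica 3. Without both arrays of largest *Actb* difference, 6 ZT light against 0 ZT dark gave 3. Leaving out each array in turn gave 0 to 2 in 3 ZT light (2 without 3 ZT dark replica 2), 0 to 38 in 6 ZT light (38 without 3 ZT light replica 2) and 0 to 1 in 6 ZT dark (1 without 3 ZT light replica 2) against 0 ZT dark. It gave 0 to 1 in 3 ZT light and 0 to 3 in 6 ZT light (3 without 6 ZT light replica 1) against darkness at the same hour, and 0 in 3 ZT dark and for the difference of the light effects. An arm left with 2 arrays draws its spread from all conditions of the fit.

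*Dio2* was higher in light against 0 ZT dark and against darkness at the same hour under each setting that holds it, and with dim probe sets left out it has no value, since its probe set is among the dim ones. Array weights brought it past the threshold at 6 ZT, at 1.35 against 0 ZT dark (adjusted p = 0.0413) and 1.17 against 6 ZT dark (adjusted p = 0.0270), where the other settings gave adjusted p-values up to 1. The weighted results lean on 6 ZT light replica 3, which has the largest weight and the highest *Dio2* value at 6 ZT. Leaving out each array gave 0.96 to 1.77 at 3 ZT and 0.55 to 1.27 at 6 ZT against 0 ZT dark. Against darkness at the same hour it gave 0.96 to 1.78 and 0.34 to 1.06.

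By the paper's rule, 18 and 22 probe sets were up and 23 and 22 down. Ratios above 2 or below 0.5 gave 5 and 4 up and 0 and 0 down, with 1 and 0 shared. Log2 ratios above 0.6 or below −0.7 gave 26 and 40 up and 4 and 2 down, with 5 and 1 shared. These follow from the limits. Symbols counted once gave 9 up at 3 ZT, 14 down at 6 ZT and 0 shared up, where unnamed probe sets drop out and a gene with several probe sets counts once. Quantile normalization gave 15 down at 3 ZT, no replicate block 3 shared down, and a ratio of 1.5 gave 30 and 49 up with 5 shared. With an array left out only 2 replicas have to pass, which by construction gives more, with 47 to 107 and 50 to 97 up, 107 to 184 and 62 to 168 down, and 3 to 12 and 6 to 33 shared.

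Of the 120 list tests 34 passed, and 29 to 41 with each array left out, 33 to 48 under the other settings and 0 with an estimated correlation. Of these calls, 12 were kept with any array left out. Reversed were *Frmd4b* in 3 ZT light against 0 ZT dark (0.40) and *Pax4* and *Grk1* in 3 ZT light against 3 ZT dark (0.54 and 0.49) without 3 ZT light replica 2 (lowest, without 3 ZT light replica 1, −0.53, −0.52 and −0.40), *Pax4* and *Grk1* also without both arrays of largest *Actb* difference (0.52 and 0.47), the amacrine and horizontal cell markers in 3 ZT dark without 3 ZT dark replica 3 (adjusted p = 0.930, lowest 1.2e-06 without 3 ZT dark replica 1), and *Dedd* at 6 ZT with another probe set (mean ratio 1.23).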

Differences from the paper's values

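The settings with another probe set of the same gene, with an unnamed probe set for *Dio2* and with a ratio of 1.5 were chosen only after the result was seen, and the others were set before. The paper gives errors in Fig. 1 without naming them in the legend.

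The paper counts 29 probe sets up-regulated at 3 ZT and 50 at 6 ZT by its stated ratio of 1.6 in all replicas, and the deposited values give 18 and 22. Among the settings fixed before the data were examined, no replicate block (20), cyclic loess normalization (20) and log2 ratios above 0.6 (26) came within 1.5 times the paper's count at 3 ZT. At 6 ZT log2 ratios above 0.6 (40) did, and so did leaving out replica 2 (64) or 3 (50) of 0 ZT dark or of 6 ZT light, with fewer replicas to pass. The others did not. A ratio of 1.5, chosen after seeing the values, gives 30 and 49. As the looser limit it cannot drop a called gene that the ratio of 1.6 keeps. The numbers of probe sets down-regulated in all replicas, 23 and 22, equal the paper's. Of the 7 numbers in each panel of Fig. 1, for single replicas, pairs and all replicas, 1 and 1 are equal among the down-regulated at 3 and 6 ZT. Among the up-regulated 0 and 1 are with a ratio of 1.6, and 1 and 6 with a ratio of 1.5, where 6 numbers were compared at 3 ZT. The other number there, of a pair, was left out after it had been seen to be equal with a ratio of 1.5.

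For 43 entries of Fig. 1 (a gene at an hour) with a probe set, ratios were compared with the means of Fig. 1, and 14 differ. At 3 ZT the paper's values, read by eye in Fig. 1, and the values of the brightest probe set are about 2.4 and 0.992 for *Glrx2*, about 2.3 and 0.965 for *Hook3*, about 2 and 1.27 for *Akap9*, about 1.9 and 0.805 for *Stat3*, about 1.8 and 1.06 for *Tpr*, about 1.8 and 1.08 for *Ep300*, about 1.8 and 1.09 for *Pja2*, and about 0.5 and 0.994 for *Osbpl2*. At 6 ZT the paper's values, read by eye in Fig. 1, and those of the brightest probe set are about 4.8 and 2.12 for *Dio2*, about 2.5 and 1.29 for *Atp1b2*, about 2.1 and 0.979 for *Alg2*, about 1.9 and 1.18 for *Eprs1*, about 1.7 and 1.10 for *Tcf12*, and about 1.7 and 1.05 for *Canx*. Among the settings fixed before the data were examined, leaving out replica 1 of 0 ZT dark or of the light condition ends the difference for *Akap9* (1.34) and *Tcf12* (1.14), and none does for the others. Another probe set of the same gene, chosen after seeing the values, ends it for *Hook3* (2.29), *Akap9* (2.03), *Stat3* (1.93), *Tpr* (1.96), *Pja2* (1.78), *Atp1b2* (2.54), *Alg2* (2.15), *Eprs1* (1.9), *Tcf12* (1.71) and *Canx* (1.66), and drops *Frmd4b* (1.12) and *Nr2c1* (0.964), which are near the paper's with the brightest one, and moves *Dedd* from 0.674 to 1.23, above the control. An unnamed probe set in place of that of *Dio2*, also chosen after seeing the values, gives 4.84 at 6 ZT and 4.34 at 3 ZT, where Fig. 1 has about 4.3 and the annotated one stands at 2.94. This exchange leaves every other gene as it was by construction. No setting reaches the paper's values for *Glrx2*, *Ep300* and *Osbpl2*.

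Of the genes that Fig. 1 lists as up-regulated, 10 were analysed here at 3 ZT and 17 at 6 ZT, and a probe set of 1 and 7 of them passed 1.6 in all replicas, against 3 and 13 with log2 ratios above 0.6 and 6 and 15 with a ratio of 1.5. Of those listed as down-regulated, 9 and 7 were, and 8 and 7 passed.

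The paper states that *Dio2* is the gene with the largest up-regulation at both hours and the only one in both lists. Its annotated probe set did not pass at either hour (lowest ratios 1.33 and 1.00) and ranked 15 and 34 by mean ratio, and the 3 probe sets in both lists carry no symbol. One of these leads both lists, at 4.34 and 4.84, close to the about 4.3 and 4.8 that Fig. 1 gives for *Dio2*. Whether the paper read *Dio2* from it was not tested. The paper states that *Adra1b* is the only gene down-regulated at both hours, and it passed at both, with 5 further genes. It states that *Stat3*, *Ep300* and *Pax4* are up-regulated at both hours. *Pax4* passed at 6 ZT and stood at 1.51 at 3 ZT, the brighter probe set of *Stat3* at 0.805 and 1.05 and the dimmer one at 1.93 and 1.43, without passing, and *Ep300* at 1.08 and 1.07. It lists *Crygb*, *Crygc* and *Crygd* as up-regulated, and they stood at 3.92, 3.50 and 2.39 at 3 ZT, with a replica under 1.6 in each, and below the control at 6 ZT.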

Other observations

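The tests on other splits of the samples were chosen only after the result was seen, and the list tests were set before the data were examined.

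The dark conditions differ from 0 ZT dark in the hour and in the time spent in darkness, which no test here separates. After 3 hours of darkness limma passed 0 probe sets against 0 ZT dark, with 389 at an unadjusted p under 0.05, and after 6 hours 0, with 2711. The clock gene *Per3* was lower after 6 hours of darkness, at 0.641 ± 0.0257 times the control (SD, n = 3), as was *Fos*, at 0.503 ± 0.0601. The GABA-synthesising enzyme *Gad1*, chosen after its value was seen, stood at 2.4 ± 0.725 with the dimmer of its 2 probe sets. The 21 clock genes fell as a group in 3 ZT light, with 16 lower than in 0 ZT dark (median −0.16, camera adjusted p = 0.0218, 0.706 with an estimated correlation) and 17 lower than in 3 ZT dark (median −0.15, adjusted p = 0.00639, 0.706 with an estimated correlation), *Rorb* most of all (−0.83 in each, adjusted p = 0.344 and 0.895 from limma, and the single one adjusted over the list alone). The former did not hold without 0 ZT dark replica 2, 3 ZT light replica 2 or 3 ZT light replica 3 (adjusted p up to 0.175) and the latter without 3 ZT dark replica 1 or 3 ZT light replica 2 (up to 0.0821). The rod phototransduction genes rose in 3 ZT dark, with 22 of 24 higher (median 0.07, adjusted p = 3.1e-05, 0.706 with an estimated correlation), and in 6 ZT light, with 18 higher (median 0.03, adjusted p = 0.00271, 0.814, not without 0 ZT dark replica 1 at 0.0694). After 3 hours of light 14 were higher (median 0.03, adjusted p = 0.0302, 0.825), not without 0 ZT dark replica 1 or 3 or 3 ZT light replica 1 or 3 (up to 0.50). Over all probe sets none of these genes passed.

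The pigment epithelium markers fell in 6 ZT dark against 0 ZT dark (median −0.44, 12 of 14 lower, adjusted p = 0.00161, 0.823 with an estimated correlation, 0.147 without 6 ZT dark replica 1) and rose in 6 ZT light against 6 ZT dark (median 0.61, 13 higher, adjusted p = 8.8e-07, 0.753), 5 of them adjusted over the list alone, among them *Lrat* (1.43, adjusted p = 0.440) and *Rgr* (0.86, adjusted p = 0.508). In 6 ZT light against 0 ZT dark they rose too (median 0.18, adjusted p = 0.0376, 0.902), not without 0 ZT dark replica 2 or 6 ZT light replica 1 (up to 0.989). The ganglion cell markers fell in 6 ZT light, with 11 of 12 lower than in 0 ZT dark (median −0.33, adjusted p = 0.00639, 0.823, not without 0 ZT dark replica 1 or 6 ZT light replica 1, up to 0.310) and than in 6 ZT dark (median −0.34, adjusted p = 0.00161, 0.823, not without 6 ZT dark replica 1 or 6 ZT light replica 1, up to 0.287). Of 21 amacrine and horizontal cell markers 17 were lower in 3 ZT dark (median −0.12, adjusted p = 0.00639, 0.823, not without 0 ZT dark replica 1 or 3 ZT dark replica 3, up to 0.930). In 6 ZT dark 44 of 47 ribosomal proteins (median −0.17, adjusted p = 2.5e-07, 0.823) and 67 of 77 respiratory chain genes (median −0.19, adjusted p = 2.0e-08, 0.823) were lower, the latter with 1 gene adjusted over the list alone. Between light and darkness at 3 ZT 44 and 71 were lower in light (median −0.15 and −0.19, adjusted p = 1.9e-06 and 5.5e-09, 0.823 for each), not without 3 ZT light replica 2 (0.154 and 0.132). In the same comparison the lens genes were higher in 17 of 20 (median 0.44, adjusted p = 0.0191, 0.902, not without 3 ZT dark replica 2 or 3 ZT light replica 1 or 3, up to 0.772) and the visual function genes, which the study chose on these samples, in 4 of 7 (median 0.82, adjusted p = 0.0370, 0.823, up to 0.563 without any of 5 arrays). In none of the 6 comparisons did the immediate early genes, the cone genes, the Müller glia, the blood and vessel or the microglia lists pass, with lowest adjusted p-values of 0.313, 0.153, 0.0894, 0.376 and 0.118. Adjusted over the list alone, 1 immediate early gene (*Nr4a1*, −0.64) and 1 cone gene (*Gnb3*, −0.45) were lower in 3 ZT light against 0 ZT dark, and 1 cone gene each in 6 ZT dark against 0 ZT dark (*Arr3*, −0.55) and in 3 ZT light against 3 ZT dark (*Gnb3*, −0.37).

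The 6 arrays of a comparison can be split in 10 ways into groups of 3. In 4 ways each group keeps 1 array of each replica number, as the pairing by number in the fit asks. Both are too few for a share under 0.05. For changed probe sets the real split gave 1 and the highest other 0 in 3 ZT light against 0 ZT dark and against 3 ZT dark (1 of 10 splits as large in each). In the other 4 comparisons the real split gave 0 and the highest other 0, so that 10 of 10 splits are as large by construction, which says nothing about chance. For list tests the real split and the highest other gave 6 and 8 in 3 ZT light (5 of 10 splits as large), 8 and 11 in 6 ZT light (4 of 10), 2 and 8 in 3 ZT dark (9 of 10) and 6 and 5 in 6 ZT dark (1 of 10) against 0 ZT dark, 6 and 9 in 3 ZT light against 3 ZT dark (8 of 10), and 8 and 10 in 6 ZT light against 6 ZT dark (3 of 10). Among the 4 splits that keep the pairing, 2, 1, 3, 1, 4 and 2 were as large in the same order, with 7, 7, 7, 5, 9 and 10 as the highest other. With array weights they gave 676 and 1 in 6 ZT light against 0 ZT dark (1 of 10), and 2311 and 3852 in 6 ZT light against 6 ZT dark (2 of 10), also among the splits that keep the pairing (1 and 2 of 4). Why another split called 3852 was not tested. An effect of the weights is not told apart from a structure of the samples other than light. The fit of the weights converged for the real splits and stopped early for 3 of the others. For the difference of the light effects between 6 and 3 ZT, with 0 changed probe sets by limma and 1847 at an unadjusted p under 0.05, the highest other split gave 0 as well, and 100 of 100 splits are as large by construction, which says nothing about chance.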
